A study of Drosophila melanogaster with 12 samples.

How the data were processed

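Ultrabithorax (Ubx) is the Hox transcription factor that distinguishes the haltere, the balancing organ behind the wing in Drosophila, from the wing. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done with an antibody to Ubx on wing and haltere imaginal discs, the larval epithelia that give rise to these appendages, from wandering late larvae of the wild-type strain Canton S. The series has 12 samples in 4 groups of 3 replicates: Ubx ChIP and input from haltere discs, and Ubx ChIP and input from wing discs. Samples were grouped by their titles. Peak lists of the 3 haltere Ubx ChIP libraries and 1 consensus list were analysed. The 6 wing disc libraries and the input libraries were not analysed here, so no wing against haltere comparison was made.

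Peaks were called with MACS2 in the 3 biological replicates, per the labels' series design text, and 1 list was deposited per library. The aligner, the MACS2 version and options, the control used, the handling of duplicate and multiply mapping reads and the genome build are not stated in the labels or the files. Each deposited list gives a position, a summit, a score, a fold enrichment (a linear ratio over the background at the summit), a −log10 p-value and a −log10 q-value per peak. The deposited score is the whole part of 10 times the −log10 q-value in every row. The lowest deposited −log10 q-value is just above 2 in each list, which corresponds to a q-value of 0.01. The fold, score and −log10 values are the authors' own per peak, and were used only to describe or rank peaks within a list. The deposited consensus list gives positions only, and no label says how it was made. No file gives read counts, so the sequencing depth of each library is unknown. A more deeply sequenced library can pass the same q-value limit at more sites, so numbers of peaks are not comparable as amounts of binding. Intervals on shares are 95% Wilson intervals and cover only the counting error over peaks, which are not independent replicates.

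All positions are those of the files, written 1-based. No genome sequence was used. Gene names and positions came from an NCBI RefSeq gene table of Drosophila melanogaster Release 6, which gives the extent of each gene but no strand, transcripts, exons or UTRs. Because the files name no build, the match was checked by shifting the consensus positions outside the histone gene cluster around each large arm 1000 times. A first check used the share of regions inside protein-coding genes of at least 20 kb. It did not separate the unshifted positions on any of the 5 arms: the shares were 32.7% on 2L, 40.3% on 2R, 31.0% on 3L, 43.8% on 3R and 48.1% on X, against shifted means of 35.6, 34.5, 35.5, 41.6 and 42.6% (one-sided permutation p of 0.763, 0.0899, 0.857, 0.321 and 0.164). A second check was chosen after this result was seen, and used the preset gene list described below and the regions within 500 bp of a gene end. Of the preset genes, 6 of 9 on 2L, 7 of 9 on 2R, 6 of 6 on 3L, 8 of 8 on 3R and 4 of 8 on X had a consensus region at the unshifted positions, against means of 2.27, 1.70, 1.23, 2.26 and 1.22 after shifting (one-sided permutation p of 0.012, 0.001, 0.001, 0.001 and 0.022). The share within 500 bp of a gene end was lower than after shifting on 2L, 2R, 3L and 3R (one-sided permutation p of 0.005, 0.033, 0.001 and 0.003) but not on X (p = 0.767). The check on preset genes uses the same genes as the list test below, and the check on gene ends uses the same regions and gene ends as the gene-end comparisons. Neither the check nor the result it shares data with is independent evidence for the other. Release 6 is therefore the assumed build, and all gene assignments, distances to genes and gene-end shares depend on it. No position from the gene table is given.

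Overlaps were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A peak counted as overlapped when it shared at least 1 bp with a peak of the other list. Observed shares were compared with 1000 random placements of the same peaks on the same chromosome arms with the same widths. These are called permutation tests here, and the smallest p-value they allow is 0.001 one-sided and 0.002 two-sided. Arm lengths were taken as the last position in the files or the gene table. The 6 ordered shares between libraries, and the 4 location categories, were each adjusted by the Benjamini-Hochberg method as a family. Recovery by peak strength was compared over quartiles of fold enrichment ranked within each list, with an exact sign-flip permutation test over the 3 libraries. A preset list of 41 genes of wing and haltere development or known Ubx regulation was fixed before the data were examined. The 3 symbols that had changed were matched through the table's synonyms. The 40 listed genes that are protein-coding were compared with 10000 random lists matched gene by gene on the decile of gene length, among 13946 protein-coding genes. A gene counted as bound when a consensus region lay in it or within 2 kb of it, so 1 region can count for neighbouring or overlapping genes. The genes named are those of this list with a consensus region, and the 5 regions in all 3 libraries with the highest mean within-list rank of fold enrichment with their nearest protein-coding gene. Any other feature named was chosen after its values were seen, and this is stated there.

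Tests of TAAT and TAAAT sequence content and of the promoter share were planned but not run, since they need the genome sequence and the direction of transcription. The share of regions within 1 kb of either end of a protein-coding gene was used in place of the promoter share. The location test therefore differs from the one planned. Alternatives covered the minimum overlap, the distance between summits, stricter lists, leaving out each replicate, the distance from gene ends, the matching of gene lists, local in place of arm-wide random placement, and removal of repeated sequence. The overlap and gene list procedures were tested on simulated data. Lists with 0, 30 and 70% of peaks shared by construction gave 0.98, 30.5 and 70.1%. Of 100 simulated gene lists without enrichment, 5 were called at a threshold of 0.05, and 100 of 100 with a tripled share were called. The simulated hits were independent between genes. The tripled share did not depend on gene length and started from a background above the 7.64% of protein-coding genes bound here. Clustered regions that count for neighbouring genes were not simulated, so these rates do not cover them.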

Results

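Ubx-bound regions of the haltere disc were examined in 3 independent ChIP-seq libraries. Replicate 1 had 2869 peaks, replicate 2 had 2361 and replicate 3 had 3859, a mean of 3030 ± 762 (SD, n = 3). Median peak width was 177 bp in replicate 1, 212 bp in replicate 2 and 227 bp in replicate 3. The peaks covered 628515, 615004 and 1082332 bp. Median fold enrichment, as the authors' peak caller gave it, was 4.35 in replicate 1, 4.05 in replicate 2 and 4.40 in replicate 3. The median −log10 q-value was 5.79, 7.13 and 7.66. The authors' consensus list held 2171 regions with a median width of 210 bp, covering 547655 bp. Read depth is unknown for these libraries. Genes are named on the assumption that the positions are those of Release 6, which the files do not state.

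The first comparison addressed how well the 3 libraries recovered the same sites. Of the replicate 2 peaks, 71.2% (1681 of 2361; 95% Wilson interval 69.3 to 73.0%) were overlapped by a replicate 3 peak, and 42.0% (992; 40.04 to 44.0%) by a replicate 1 peak. Of the replicate 1 peaks, 46.5% (1334 of 2869; 44.7 to 48.3%) were overlapped by replicate 3 and 34.6% (994; 32.9 to 36.4%) by replicate 2. Of the replicate 3 peaks, 43.1% (1665 of 3859; 41.6 to 44.7%) were overlapped by replicate 2 and 34.4% (1329; 33.0 to 35.9%) by replicate 1. Random placements gave means between 0.842 and 1.62%. Each of the 6 shares exceeded all 1000 placements (one-sided permutation p = 0.001, the smallest possible; adjusted p = 0.001). The mean of the 6 shares was 45.3%, against 1.16% for random placements. The alternative that moved it most was leaving out replicate 1, which raised it to 57.2%. Moving each peak by 10 to 50 kb, which keeps it in its neighbourhood, gave a mean overlap of 3.19%, with a maximum of 3.65%.

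**Figure D1:**
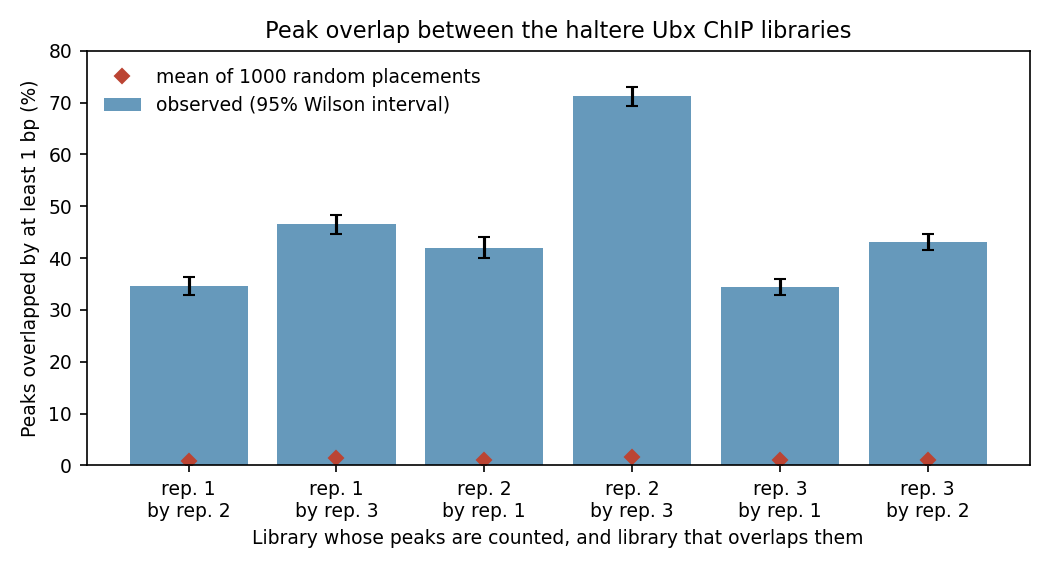
Share of each library's peaks (vertical axis, percent) overlapped by at least 1 bp by a peak of another library, for the 6 ordered pairs of haltere Ubx ChIP libraries; bars are observed shares with 95% Wilson intervals, and diamonds the mean of 1000 random placements. The share of replicate 2 peaks overlapped by replicate 3, 71.2%, stands above the other 5, and the random means lie at or below 1.62%.

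Peaks recovered in no other library made up 51.3% of replicate 1 (1473 peaks; 49.5 to 53.2%), 26.1% of replicate 2 (616 peaks; 24.4 to 27.9%) and 46.6% of replicate 3 (1799 peaks; 45.0 to 48.2%). Within each list these had lower fold enrichment than peaks recovered by both other libraries. The medians were 4.17 against 4.95 in replicate 1, 3.54 against 5.05 in replicate 2 and 3.93 against 6.59 in replicate 3.

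Recovery was next compared by peak strength. In the weakest quartile of fold enrichment, 19.5% of replicate 1 peaks, 12.9% of replicate 2 peaks and 4.77% of replicate 3 peaks were overlapped by both other libraries. In the strongest quartile the shares were 53.1%, 76.4% and 64.7%. The difference between the strongest and the weakest quartile was 52.4 ± 16.3 percentage points (SD, n = 3) and was positive in 3 of 3 libraries. The exact two-sided sign-flip permutation test gave p = 0.25, which is the smallest p that 3 libraries allow. The peaks overlapped by both other libraries numbered 932, 928 and 934 in replicates 1, 2 and 3, largely the same shared sites counted from each list. The 3 differences are therefore not independent, which neither the SD nor the test takes into account. Requiring at least 50% of the peak's length to be overlapped, the alternative that moved it most, gave 43.0 percentage points.

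**Figure D2:**
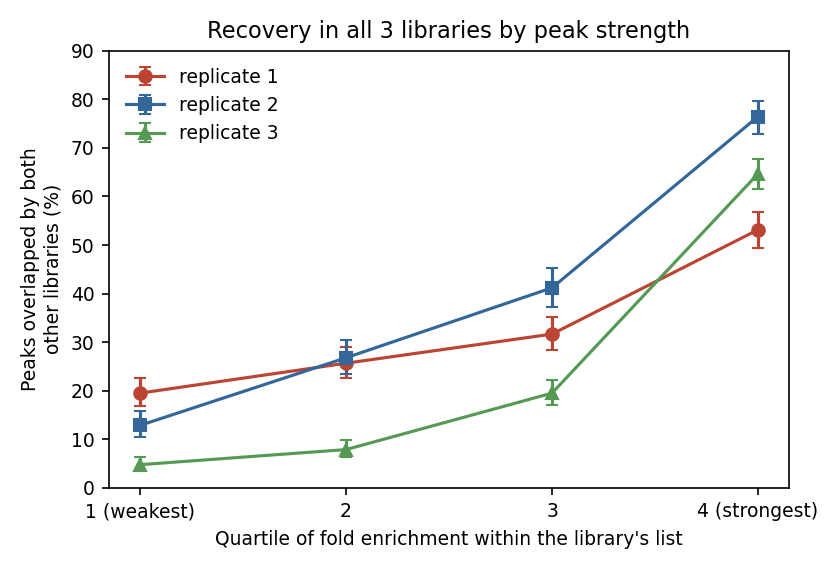
Share of peaks overlapped by both other libraries (vertical axis, percent) by quartile of fold enrichment within each library's list (horizontal axis), for the 3 haltere libraries; points are shares and bars 95% Wilson intervals. The share rises from between 4.77 and 19.5% in the weakest quartile to between 53.1 and 76.4% in the strongest.

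The consensus list was compared with the 3 libraries to find which peaks it holds. Taking all stretches covered by peaks of at least 2 of the 3 libraries gave 2171 regions, and all 2171 had the same start and end as a deposited consensus region. All 3 libraries overlapped 927 of the regions (42.7%; 40.6 to 44.8%). The other 1244 (57.3%) were overlapped by 2 libraries. Of these, 762 came from replicates 2 and 3, 415 from replicates 1 and 3, and 67 from replicates 1 and 2. When replicate 1 was left out, 1689 regions were overlapped by both remaining libraries. Because the list keeps only the shared bases, its regions can be narrower than any peak: the narrowest was 1 bp wide and 51 were narrower than 50 bp, whereas the narrowest peak in any library was 118 bp wide.

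The position of the consensus regions relative to genes was compared with random placement on the same arms, over 2164 regions on the main chromosomes. The midpoint lay within 1 kb of either end of a protein-coding gene in 19.96% of regions (432; 18.3 to 21.7%), against 24.6 ± 0.949% (SD over 1000 placements) for random positions (two-sided permutation p = 0.002, the smallest possible; adjusted p = 0.002). It lay inside a protein-coding gene in 55.5% of regions (1200, 53.3 to 57.5%), against 66.3% for random positions. In 35.8% (774, 33.8 to 37.8%) it lay outside protein-coding genes and more than 1 kb from their ends, against 27.1% (permutation test, adjusted p = 0.002 for both shares). Genes of other types were not counted in any of these shares. Regions inside a protein-coding gene and more than 1 kb from any end of such a gene made up 44.3%, against 48.4% (permutation test, adjusted p = 0.002). This last difference was no longer detected without the histone gene cluster described next (46.8% against 48.5%, permutation p = 0.12), and against positions moved by 10 to 50 kb the share was slightly higher (46.8% against 45.9%, permutation p = 0.386). With gene ends taken as 500 bp and without the cluster it was lower than for random positions (49.3% against 55.7%, permutation p = 0.002). The share near gene ends fell to 15.4% without the cluster, against 24.4% for random positions. Within 500 bp of a gene end it was 14.5% against 15.1% (permutation p = 0.42) with the cluster, and 9.67% against 15% (p = 0.002) without it, a combination tried after the loss at 500 bp was seen.

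The cluster was chosen after its values were seen. On 2L, 116 consensus regions (5.34% of the list) lay among the tandemly repeated histone genes, in a stretch of 125 kb that makes up 0.0909% of the arm lengths used. They ran from position 21417677 to 21541675. Replicate 2 had 115 peaks there, replicate 3 had 121 and replicate 1 had 11. Replicate 1 overlapped 8 of the 116 regions. Median fold enrichment in the cluster was 2.88 in replicate 1, 2.98 in replicate 2 and 3.38 in replicate 3, below the 4.37, 4.14 and 4.41 of the peaks outside the cluster, Y and the unplaced scaffolds.

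**Figure D3:**
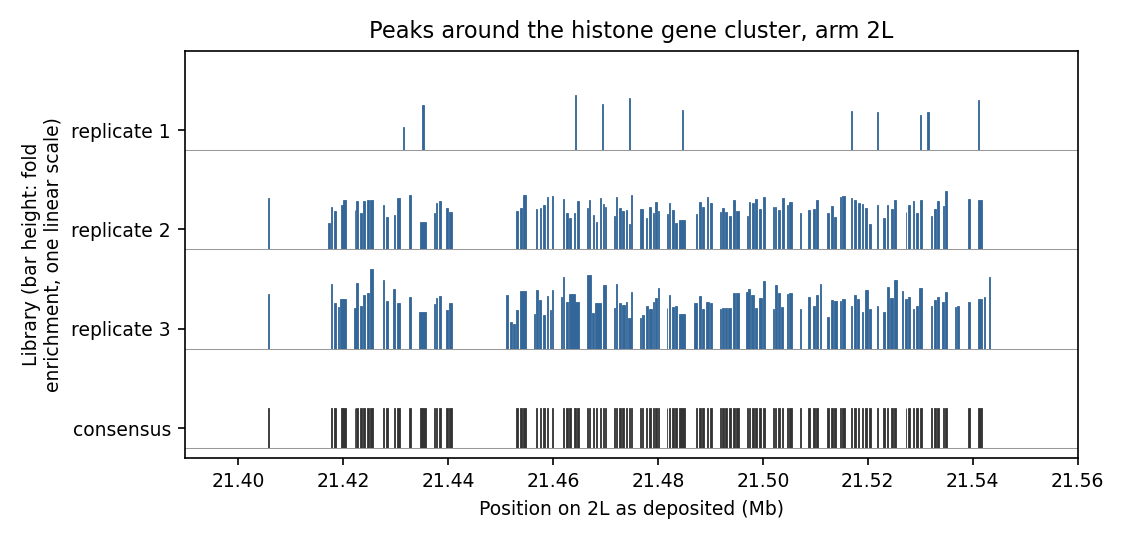
Peaks around the histone gene cluster by position on 2L as deposited (horizontal axis, Mb), with 1 row for each of the 3 haltere libraries and 1 for the consensus list; the height of a library's bars is its fold enrichment on 1 linear scale (highest 5.65, in replicate 3), and consensus regions have a fixed height. Replicates 2 and 3 have 116 and 123 peaks in the stretch drawn, and replicate 1 has 11.

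The preset genes of wing and haltere development were then examined for Ubx occupancy. A consensus region lay in or within 2 kb of 31 of the 40 protein-coding genes of the list. Random lists matched on gene length had 8.86 ± 2.53 such genes (SD over 10000 lists) and at most 19 (one-sided permutation p = 0.0001, the smallest the lists can give). Among all 13946 protein-coding genes, 1066 (7.64%) met the same criterion. Of the alternatives that change which genes count, leaving out replicate 3 moved the result most: regions shared by replicates 1 and 2 lay at 23 listed genes, against a random mean of 5.32. In 23 of the listed genes at least 1 region was overlapped by all 3 libraries.

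The Ubx gene itself had 11 consensus regions, 7 of them in all 3 libraries. In all, 8 peaks were called at the gene in replicate 1, 11 in replicate 2 and 21 in replicate 3, not all of which overlapped a consensus region. The homeobox gene hth had 12 regions, 5 of them in all 3 libraries, and Antp had 8 regions, all of them in all 3. The Dpp receptor gene tkv had 11 regions and the growth regulators ex and ds had 9 each. The gene bi had 6, and Dad, Egfr, Ser and Delta had 4 each. In the other bound genes the number of regions was between 1 and 3.

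For each bound gene, the region recovered in most libraries, and among these with the highest mean rank of fold enrichment, was located. Regions in all 3 libraries lay inside Ubx (3R, 16685439 to 16685908), vg (2R, 12889079 to 12889824), salm (2L, 11445613 to 11446258), Dad (3R, 17061889 to 17062391), tkv (2L, 5259030 to 5259396), caup (3L, 12616032 to 12616490) and Delta (3R, 19309128 to 19309344). They also lay inside N (X, 3163101 to 3163261), en (2R, 11528004 to 11528320), ptc (2R, 8655544 to 8655871), ds (2L, 671195 to 671551), bi (X, 4449014 to 4449346), hth (3R, 10614320 to 10614934) and abd-A (3R, 16811709 to 16811973). Regions in all 3 libraries lay outside the gene but within 2 kb of dally (3L, 8825216 to 8825686), bs (2R, 24342569 to 24342809), ara (3L, 12580194 to 12580393), mirr (3L, 12692940 to 12693369), Ser (3R, 27194374 to 27194549), ex (2L, 429957 to 430196), fj (2R, 18236745 to 18236928), nub (2L, 12586919 to 12587151) and Antp (3R, 7000594 to 7001228). Regions in 2 libraries lay inside sd (X, 15811904 to 15812069), Egfr (2R, 21553487 to 21553792) and vn (3L, 5835422 to 5835605). Others in 2 libraries lay within 2 kb of rho (3L, 1470157 to 1470384), hh (3R, 23143434 to 23143644), ft (2L, 4223596 to 4223733), brk (X, 7307392 to 7307526) and Cpr47Ee (2R, 11264818 to 11264983).

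The 10 listed genes without a consensus region were chosen for mention after their values were seen. The genes salr and dpp each had peaks in replicates 1 and 3 that did not overlap, wg had 1 peak in replicate 1, and kn (2 peaks) and ap (1 peak) had peaks in replicate 3. No peak was called in any of the 3 libraries at ac, sc, ct, exd or the bantam microRNA gene. With read depth unknown, a lack of peaks says only that none passed the authors' threshold.

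**Figure D4:**
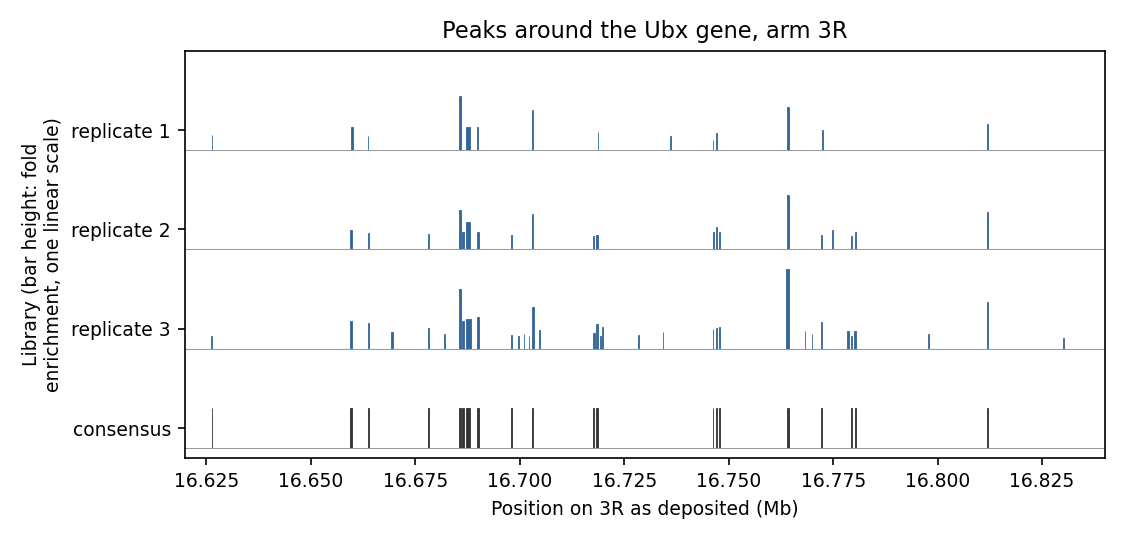
Peaks around the Ubx gene by position on 3R as deposited (horizontal axis, Mb), with 1 row for each of the 3 haltere libraries and 1 for the consensus list; the height of a library's bars is its fold enrichment on 1 linear scale (highest 20.5, in replicate 3), and consensus regions have a fixed height. The stretch holds 20 consensus regions, and the highest bars of replicates 2 and 3 lie at the region from 16764009 to 16764416.

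The strongest region in all 3 libraries by mean rank lay on 2L from 14531150 to 14531794, 5815 bp from its nearest protein-coding gene, CG33648. Its authors' fold enrichment was 12.8 in replicate 1, 15.3 in replicate 2 and 18.5 in replicate 3. The next lay on 3R from 16764009 to 16764416, with folds of 11.1, 13.99 and 20.5, and its nearest protein-coding gene was CG31275 at 12878 bp. A region on X from 5996942 to 5997351, 361 bp from CG4766, had folds of 12.1, 11.7 and 16.2. The region inside Ubx from 16685439 had folds of 13.8, 10.01 and 15.4, and the region 1682 bp from Antp had folds of 14.7, 9.66 and 16.5. All 5 ranked above the 98th percentile of fold enrichment in each library.

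The libraries also differed in how their peaks were spread over the chromosomes; X, Y and the unplaced scaffolds were chosen for mention after their values were seen. X carried 15.5% of replicate 1 peaks (445; 14.2 to 16.9%), 9.74% of replicate 2 peaks (230; 8.61 to 11.0%) and 11.3% of replicate 3 peaks (435; 10.3 to 12.3%). The Y chromosome and the unplaced scaffolds carried 0.314% of replicate 1 peaks (9; 0.165 to 0.595%), 1.61% of replicate 2 peaks (38; 1.18 to 2.201%) and 1.63% of replicate 3 peaks (63; 1.28 to 2.08%). In both cases the interval of replicate 1 did not overlap those of replicates 2 and 3. These intervals compare the libraries only, since each is a single replicate.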

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

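The mean overlap between libraries stayed above all random placements under each alternative, with values between 38.3 and 57.2%, the highest without replicate 1 and the lowest without replicate 3. The excess of strong over weak peaks in recovery stayed between 43.0 and 54.0 percentage points. The number of preset genes with a consensus region was 25 when only the gene body counted, 31 when each region was given to its nearest gene, and from 23 to 29 across the 3 fits that each left out one replicate. It exceeded all 10000 random lists under each setting (permutation p = 0.0001, the smallest possible, throughout), including lists matched on gene length plus the distance to neighbouring genes (random mean 8.41).

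The number of consensus regions overlapped by all libraries depended on the lists used. It was 927 as reported, 466 when only the strongest 50% of each list was kept, and from 994 to 1689 across the 3 fits that each left out one replicate, the highest without replicate 1. Fewer peaks in the stricter lists, and fewer lists to satisfy when a replicate is left out, account for the direction by construction. The count was 807 when at least 50% of the region had to be covered.

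The share of regions near gene ends was below random placement at 1 kb and 2 kb. At 500 bp it was 14.5% and no longer differed from random placement. Without the histone gene cluster, an alternative chosen after seeing the data, it was 9.67% at 500 bp and differed again, so the loss at that distance rests on the repeated histone genes; this combination was tried because of the loss. The share inside a protein-coding gene and more than 1 kb from any end of such a gene was 46.8% without the cluster. It was then lower than for random placement (48.5%) and higher than for positions moved by 10 to 50 kb (45.9%), with neither difference detected (permutation p = 0.12 and 0.386); local moves were not run for this share with the cluster. Across the 3 fits that each left out one replicate the share near gene ends at 1 kb ranged from 13.7 to 20.6%. It was 20.6% without replicate 1, 14.55% without replicate 2 and 13.7% without replicate 3. Replicate 1 overlapped only 8 of the 116 cluster regions, so leaving out replicate 2 or 3 also removed most of the cluster. Those 2 shares lay near the 15.4% found without the cluster.

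At single genes, 52 counts of consensus regions changed by more than 1.5 times: 10 when only the gene body counted, 11 without replicate 1, 8 without replicate 2 and 23 without replicate 3. Each of these settings can only remove regions, so all of these changes were decreases.

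The tests of TAAT and TAAAT content, the promoter share and the assignment by nearest transcript start were not run, because sequence and strand were not used here. The gene-end test itself, and the alternatives that moved peaks locally, removed repeated sequence, assigned regions by nearest gene body, or matched gene lists on the 100 genes nearest in length, were chosen after seeing the data. No paired analysis was possible because only 1 group, the haltere ChIP libraries, had peak lists analysed here, so no replicate number was shared between compared groups. The unknown read depth limits the peaks recovered in 1 library only: a weak site missed in another library cannot be separated from a site not bound there.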

Other observations

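The tests on fold enrichment, list length and unplaced sequence at the histone genes, the expected size of the X effect and its test by −log10 q-value, and the local moves around gene ends were chosen after the result was seen. The labels place all 3 libraries in a single group, so the design names no biological difference between them.

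The histone gene cluster holds 116 consensus regions, nearly all from replicates 2 and 3. The tables argue against strong enrichment there. The cluster's peaks sat low in fold enrichment within their lists (median percentile 15.8 in replicate 3, 7.71 in replicate 2 and 1.95 in replicate 1). They sat high in −log10 q-value (79.4, 77.0 and 93.2), a combination that high read coverage would give. Because the 11 peaks of replicate 1 showed it too, this combination does not separate replicate 1 from the others. A shorter list in replicate 1 does not account for its 11 peaks either, since it had 2849 peaks outside the cluster, Y and the scaffolds, against 2208 in replicate 2. A candidate explanation is reads shared between the tandem copies. The peak summits recurred at preferred phases between successive His1 copies, which are spaced by a median of 5045 bp: the vector strength, which is 1 when all phases are equal, was 0.197 in replicate 3 (permutation p = 0.01, 10000 sets of random phases), 0.206 in replicate 2 (p = 0.007) and 0.481 over the 11 peaks of replicate 1 (p = 0.0754). Vector strength measures concentration at a single phase, and replicates 2 and 3 had 115 and 121 peaks over 23 His1 copies. Several recurring sites per copy would keep it low, so it does not show how closely the peaks repeat. Binding in each copy would give the same recurrence as shared reads, so that remains open. Repeats may also have been treated or recovered differently in replicate 1, which had 0.314% of its peaks on Y and the unplaced scaffolds against 1.61 and 1.63% in the others. Whatever the reason, 108 of the 762 regions that rest on replicates 2 and 3 alone lie in the cluster.

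Replicate 1 had a higher share of peaks on X, and the excess lay in peaks of its own. X carried 20.03% (18.1 to 22.1%) of the peaks found only in replicate 1, against 9.44% of those recovered by both other libraries. X carried 9.25% of the peaks found only in replicate 2 and 11.7% of those found only in replicate 3. The excess was not confined to the weaker calls. Among the stronger 50% of replicate 1 peaks X carried 17.7% (15.8 to 19.7%). The same share was 12.7% (10.9 to 14.8%) in replicate 2 and 12.99% (11.5 to 14.6%) in replicate 3. The X peaks found only in replicate 1 had a median fold of 4.31 and a median −log10 q-value of 5.42. Its whole list had 4.35 and 5.79, and its lone peaks on chromosomes 2 and 3 had 4.15 and 4.80. A part played by weak calls is therefore not excluded. Extra X DNA in the ChIP that the background did not share would raise the fold of every X peak. To add the 122 X peaks in excess, a fold factor of about 1.33 would be needed, which would raise the rank of the 88 shared X regions in replicate 1 by 25.8 percentile points. The rank in replicate 1 minus the mean rank in replicates 2 and 3 averaged -9.28 points over these regions and -11.5 points over the 822 shared autosomal regions, a difference of 2.21 points (standard error 3.06; permutation test with 100000 resamples, two-sided p = 0.501). The comparison with the needed size was added after this p was seen. An excess that the background shared, as from a different sex ratio of larvae, would cancel in the fold but raise the −log10 q-values. By rank of −log10 q-value the same difference was 3.32 points (standard error 3.07; permutation test, two-sided p = 0.288). A factor of 2.04 on the −log10 q-values, which would add the excess peaks, would give 31.2 points. Both factors are approximate and assume that all X peaks rise alike, so these values argue only against a uniform excess of X DNA as the whole cause. Replicate 1 also had the fewest Y peaks, 6 against 25 in replicate 2 and 47 in replicate 3, as a lower share of males would give. It was lowest on the unplaced scaffolds too, with 3 peaks against 13 and 16, so the Y counts do not single out the sex ratio. The source of the X peaks particular to replicate 1 stays open, and a different sex ratio is not excluded.

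Replicates 2 and 3 resembled each other more than either resembled replicate 1. The Jaccard index, the shared bases as a percent of all bases covered, was 34.5% for replicates 2 and 3, 22.4% for replicates 1 and 2 and 21.4% for replicates 1 and 3. With the 1000 peaks of highest fold in each list the values were 40.6%, 23.7% and 23.7%, so unequal list length is not the reason. Without the histone cluster, Y and scaffolds they were 32.9%, 23.2% and 22.2%. The gap narrowed but remained, so these parts are not the whole reason. Repeated sequence elsewhere on the arms was not identified or removed. The labels give no preparation or sequencing batch, and a shared batch or depth was not tested.

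Consensus regions lay near gene ends less often than random positions. Moving each region outside the histone cluster by 10 to 50 kb raised the share within 1 kb of a gene end from 15.4% to a mean of 25.3% (two-sided permutation p = 0.002, the smallest possible), so gene-sparse neighbourhoods on that scale do not explain the low share. The shares per arm were also used to check the genome build, so they are not independent evidence of a low share. Within 500 bp and outside the cluster the share was 9.55% on 2L, 11.4% on 2R, 6.09% on 3L and 9.30% on 3R, against 14.2 to 16.0% after circular shifts. X was the exception, with 15.9% against a shifted mean of 14.2% (one-sided permutation p of a lower share 0.767). The share near gene ends was also higher in peaks found in 1 library than in peaks of all 3 libraries: on chromosomes 2 and 3 it was 20.1 against 12.2% in replicate 1, 18.3 against 12.3% in replicate 2 and 22.8 against 12.7% in replicate 3. On X it was 20.7 against 20.5% in replicate 1, 29.8 against 18.0% in replicate 2 and 31.9 against 18.4% in replicate 3. The reason for this difference was not tested.

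Consensus regions clustered along the arms. Outside the histone cluster, 71.8% of the 2020 regions on the 5 large arms had another region within 10 kb. Random placement gave 26.9 ± 1.31% (SD over 1000 placements). Placement in 100 kb windows of the same gene density, in 10 classes, gave 30.4 ± 1.28% and at most 35.4% (one-sided permutation p = 0.001, the smallest possible), so gene density does not account for the clustering. The authors' peak caller can split a broad enriched stretch into several peaks, and this was not tested.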
